A study of Drosophila melanogaster with 6 samples (transcriptomic, polyA RNA). Its data were reported in "RNA-seq: technical variability and sampling" (2011).

How the data were processed

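RNA was sequenced from 3 separate pools of Drosophila melanogaster female heads, here called biological replicates BR2, BR3 and BR4 after their labels. One library was made from each pool and loaded on 2 sequencing lanes, called technical replicates TR1 and TR2. The 6 lanes are therefore 3 independent samples, each read a second time. Reads were 36 nucleotides long and paired. The labels give the biological replicate and the lane number of every file, and all groups were taken from them. They give no flow cell, date or batch.

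Per the study's methods, junctions were first found with TopHat, reads were aligned with Bowtie and the remainder with LAST against the FlyBase 5 reference, and depth was read from SAMtools pileups. Aligner versions were not stated. The features are common contigs, stretches of genome the study defined as covered to a depth of at least 3 in every lane. The deposited files name the contigs by number and give neither position nor gene. A supplement of the study lists positions, but supplementary values were not used as data, and the annotation at hand is of a later genome build, so contigs are named by number only. The authors' estimated count for each contig is a fractional read equivalent, the depth summed over the contig divided by the read length, so a read that overlaps a contig in part adds a part of 1. The authors also deposited a whole-number count of mappable reads for each lane. The deposited RPKM equals the read equivalents scaled to kilobases of contig and to megareads of mappable reads in the lane. The remaining column, deposited with no unit in words, is the contig length in nucleotides. Because a contig must be covered in every lane, detection cannot differ between these lanes, and no RPKM was 0. The selection also removes features with low depth in any lane, which narrows the range of low counts.

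Average coverage per nucleotide (APN) was computed as read equivalents times 36 divided by length. Depth is given as lane totals and as APN of classes of contigs, and in read equivalents for named contigs of low count. Intervals on shares of contigs are 95% Wilson intervals, and they treat contigs as independent, which neighbouring contigs of a gene are not. Some contigs also share their length and every fitted value, such as common_contig_10283, common_contig_10285 and common_contig_10287. These were counted separately, so counts of contigs and intervals include them more than once.

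RPKM was put on 9 ordinal levels, namely 0 and below 10, 20, 40, 80, 160, 320 and 1000, and above. Agreement of 2 lanes was measured by kappa with linear weights, on 9 levels and on a short scale of 3 levels (0, up to 20, above 20). Bland-Altman differences were taken in natural log RPKM. The 3 technical pairs were compared with the 12 biological pairs by an exact permutation over the 15 ways to divide 6 lanes into 3 pairs, for which the smallest possible p is 0.0667. Lanes of the same TR number were compared with lanes of different number by the 4 distinct arrangements of the TR numbers, with a smallest possible p of 0.25. After the data were seen, technical pairs were also compared with only those biological pairs that join TR1 and TR2, over the 6 ways to match TR1 with TR2 lanes, with a smallest possible p of 0.167. Measures with 1 value for each biological replicate were tested by exact sign-flip permutation over 3 values, with a smallest possible p of 0.25. None of these designs can reach 0.05. Logistic regression of a change of level on mean RPKM, contig length and their product was fitted for each biological replicate.

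Counts of the 2 lanes of a library were compared with sampling by the Pearson index of each contig, which averages 1 for whole Poisson counts, and by an exact binomial test with Benjamini-Hochberg adjustment at 0.05. Sampling was also simulated 20 times for a pair of lanes. Reads were placed uniformly on the contigs at the pooled rate of both lanes, either singly or in mates that always cover a contig together. The second form is an upper bound on the noise that pairing of reads can add.

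Contigs differing among biological replicates, or between TR1 and TR2 lanes, were tested with limma on log2(RPKM + 1), with Benjamini-Hochberg adjustment at 0.05. The design named edgeR for whole counts and limma otherwise, and the read equivalents are fractional, so limma was the main test. The log2 changes are on the log2(RPKM + 1) scale and understate the change of low contigs. The design did not say whether the prior variance follows a mean-variance trend. On simulated data with 200 contigs changed 2-fold and Poisson noise only, the fit without a trend recovered 0 changed contigs among biological replicates and the fit with a trend recovered 185, with 12 false calls. For the TR term these figures were 196 and 200. The changed contigs were drawn only from those with high mean counts, above the lane medians of 34.8 to 50.1 read equivalents. Robust estimation and a larger change were also tried in simulation. The trend was adopted for the main fit on that ground, before any count of contigs from the deposited data was seen (only the prior degrees of freedom had been), and the fit without it is kept as an alternative. DESeq2 and edgeR were run on read equivalents rounded to whole numbers as alternatives. The exact binomial test was tested on simulated data too, again with contigs of low count left unchanged. It recovered 192 of 200 contigs with 4 false calls.

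The numbers of the lanes pair samples across biological replicates, so fits with and without the replicate block are given together. Whether the lane numbers pair samples was checked by correlating the TR1 minus TR2 difference in ln RPKM across contigs between biological replicates. Named contigs follow a rule set before the files arrived. These are the 3 contigs with the largest mean difference between TR1 and TR2 in the same direction in all biological replicates, the 3 with the smallest p among biological replicates, both among contigs with APN of at least 5 in all lanes, and the 3 with the highest mean RPKM. The groups, the tests, the named contigs and 45 alternatives were fixed before the files arrived, although the supplement of the study, with contig-level kappas of these lanes, had been read by then. A further 15 alternatives were added after the data were seen. The planned limma alternative is the main fit itself, so it has no row of its own.

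Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Detection of exons, positions of contigs, gene names and GC content were not analysed here.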

Results

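Gene expression was measured by RNA-seq in heads of D. melanogaster females, in 3 biological replicates with 2 lanes each. The lanes held between 9283979 and 13399722 mappable reads. BR2 TR1 had 10584341, BR2 TR2 13399722, BR3 TR1 12065885, BR3 TR2 11794255, BR4 TR1 10375138 and BR4 TR2 9283979. All lanes were quantified on the same 17864 contigs, with a median length of 149 nucleotides and a range of 2 to 4634. The share of mappable reads that the read equivalents of the contigs account for was 26.1% in BR2 TR1 and 25.9% in BR3 TR1. It was 29.0% in BR2 TR2, 29.1% in BR3 TR2, 29.6% in BR4 TR1 and 29.9% in BR4 TR2. Median RPKM was 21.5 in BR2 TR1 and 21.1 in BR3 TR1 and between 24.3 and 24.7 in the other lanes.

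Coverage limits what a lane can show. Between 14169 contigs (79.3%, BR2 TR1) and 16767 contigs (93.9%, BR2 TR2) had an APN of at least 5, and 11172 contigs (62.5%) had it in all 6 lanes. In 998 contigs (5.6%) the APN was below 3 in some lane, although contigs were defined by a depth of 3, and these contigs had a median length of 49 nucleotides. In each lane the 10 contigs with most reads held 7.3% to 8.5% of the read equivalents.

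The first question was whether lanes of 1 library agree better than lanes of different biological replicates. The weighted kappa on 9 levels was 0.646 for the technical pair of BR2, 0.637 for BR3 and 0.734 for BR4, a mean of 0.672 ± 0.053 (SD, n = 3 pairs). The 12 biological pairs had a mean of 0.665 ± 0.061 (SD) and ranged from 0.591 (BR3 TR1 with BR4 TR2) to 0.759 (BR2 TR1 with BR3 TR1). The means differed by 0.0069, far less than the spread between pairs, and an exact permutation test over the 15 pairings gave p = 0.933. The labelled pairing had rank 4 of 15 by this difference. The largest difference, 0.102, belonged to the pairing of BR2 TR1 with BR3 TR1, BR2 TR2 with BR3 TR2, and BR4 TR1 with BR4 TR2. Leaving out BR4 TR2 moved the difference most, to -0.033. Every technical pair joins TR1 and TR2, while 6 of the 12 biological pairs share a TR number. Against the 6 biological pairs of different TR number alone, with a mean kappa of 0.646 ± 0.049 (SD), the difference was 0.026. It was the largest over the 6 matchings of TR1 with TR2 lanes (exact permutation p = 0.167, the smallest possible), and smaller than the spread between pairs. This comparison was chosen after seeing the data. Neither comparison matches technical and biological pairs for BR2 TR1 and BR3 TR1, which resembled each other most. Of the pairs joining 1 of these lanes to any remaining lane, the technical ones had 0.646 and 0.637, and the biological ones 0.591 to 0.635. Among the remaining lanes, BR4's technical pair had 0.734, BR2 TR2 with BR3 TR2 0.751, and the other biological pairs 0.690 to 0.712. This grouping was noticed afterwards and not tested.

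**Figure D1:**
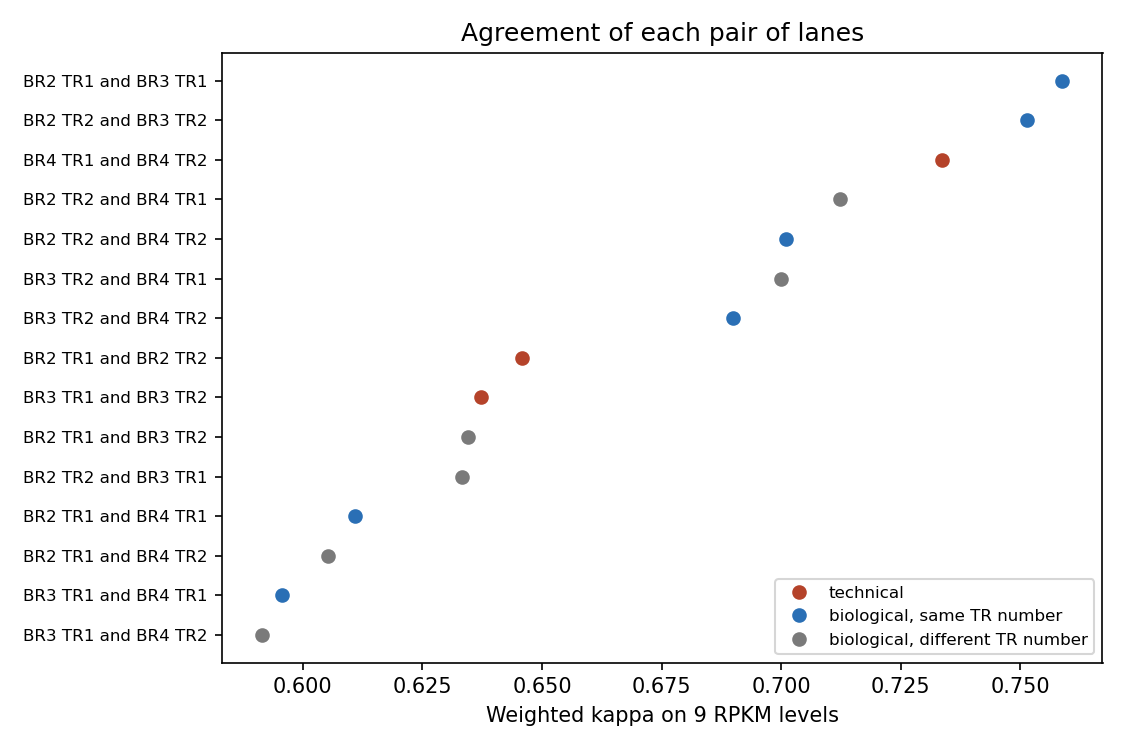
Weighted kappa on 9 RPKM levels (x axis) for each of the 15 pairs of lanes (y axis), with technical pairs, biological pairs of the same TR number and biological pairs of different TR number in separate colours. The technical pairs of BR2 and BR3 sit at 0.646 and 0.637, below the pair of BR2 TR1 and BR3 TR1 at 0.759 and the pair of BR2 TR2 and BR3 TR2 at 0.751.

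In levels, 7444 contigs (41.7%, Wilson interval 40.9% to 42.4%) fell in different RPKM levels in the lanes of BR2. The numbers were 7683 contigs (43.0%, 42.3% to 43.7%) in BR3 and 5732 contigs (32.1%, 31.4% to 32.8%) in BR4. A difference of at least 2 levels was seen in 608, 700 and 275 contigs respectively. For BR2 TR1 with BR3 TR1 it was seen in 132 contigs, and 5583 contigs (31.3%, 30.6% to 31.9%) changed level. On the short scale of 3 levels, the mean kappa was 0.590 ± 0.015 (SD, n = 3) for technical and 0.585 ± 0.055 (SD, n = 12) for biological pairs. Across contigs, which are not independent replicates, Spearman's rho averaged 0.825 for technical and 0.819 for biological pairs, and 0.808 for the biological pairs of different TR number.

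The second question was whether lanes that share a TR number agree across biological replicates. The kappa of the 6 same-number biological pairs averaged 0.685 ± 0.069 (SD) and that of the 6 different-number pairs 0.646 ± 0.049 (SD). The difference of 0.038 was within the spread of either class, and all 4 arrangements of the TR numbers gave one at least as large in size (exact permutation p = 1, where 0.25 is the smallest possible). Without BR4 TR1 the difference rose to 0.109, the largest shift among the alternatives. The lane numbers nevertheless paired BR2 with BR3. The TR1 minus TR2 difference in ln RPKM was correlated across contigs between BR2 and BR3 (Pearson 0.54, Spearman 0.41), and not between BR2 and BR4 (-0.02 and -0.03) or BR3 and BR4 (-0.03 and -0.04). Among the 11172 contigs with APN of at least 5 in all lanes, the Pearson coefficients were 0.69, -0.05 and -0.06.

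**Figure D2:**
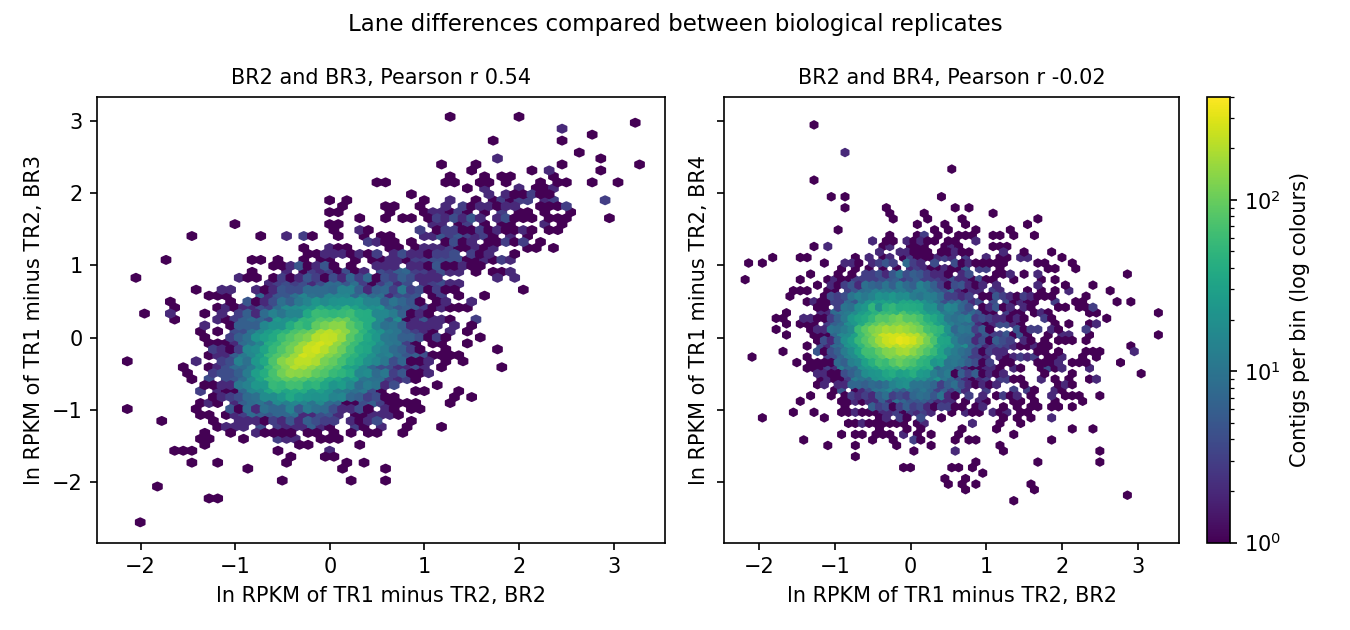
Difference in ln RPKM between TR1 and TR2 of BR2 (x axis) against that of BR3 (left, y axis) and BR4 (right, y axis), with colour giving the number of contigs per bin on a log scale. Pearson's r across contigs is 0.54 on the left and -0.02 on the right, and a group of contigs extends to high values in both BR2 and BR3.

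Bland-Altman differences were then taken for each pair. The SD of the difference in ln RPKM was 0.441 in BR2, 0.446 in BR3 and 0.345 in BR4, with a mean of 0.411 ± 0.057 (SD, n = 3). For the 12 biological pairs it averaged 0.411 ± 0.071 (SD), and the means differed by -0.00067 (exact permutation p = 1). Against the 6 biological pairs of different TR number, with a mean of 0.432 ± 0.065 (SD), the difference was -0.022 (exact permutation p = 0.167, the smallest possible). The limits of agreement were -0.962 to 0.767 in BR2, -0.995 to 0.754 in BR3 and -0.687 to 0.664 in BR4. For BR2 TR1 with BR3 TR1 the SD was 0.309 and for BR2 TR2 with BR3 TR2 it was 0.311. In BR2, 1616 contigs differed by over 2-fold between lanes, against 660 for BR2 TR1 with BR3 TR1. Of the alternatives, removal of BR4 TR2 had the largest effect and brought the difference in SD to 0.045.

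**Figure D3:**
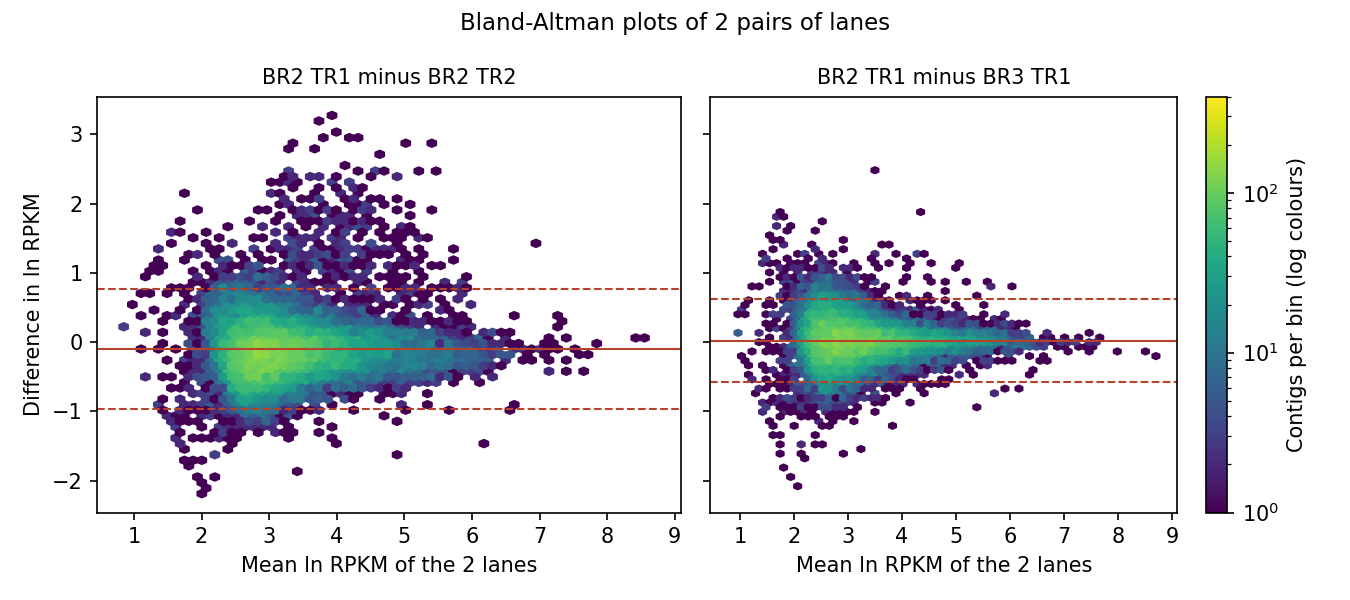
Difference in ln RPKM (y axis) against mean ln RPKM (x axis) for the lanes of BR2 (left) and for BR2 TR1 and BR3 TR1 (right), with the mean difference as a solid line, the limits of agreement as dashed lines, and colour for the number of contigs per bin on a log scale. The SD is 0.441 on the left and 0.309 on the right, and contigs far above the upper limit of 0.767 appear on the left at middle RPKM.

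A single measure of both sources of variation was the share of the sum of squares of ln RPKM that lay between biological replicates. It was 40.4%, where 40% is the share with no effect of biological replicate, and 4 of the 15 pairings gave a share at least as large (exact permutation p = 0.267). The largest share over the pairings was 65.4%. With the replicate block, meaning that TR number means were first removed from each contig, the share was 56.3% against 50% with no effect. The pairing is taken from the labels, and the check on it is the correlation of 0.54 between BR2 and BR3 given above.

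Coverage was compared with disagreement within each biological replicate. Below a mean APN of 5, lanes fell in different levels for 60.3% of 1420 contigs in BR2 (57.7% to 62.8%), 59.6% of 1604 in BR3 (57.2% to 62.0%) and 35.3% of 2585 in BR4 (33.5% to 37.1%). At or above it the shares were 40.1%, 41.4% and 31.5%. The difference averaged 14.1 percentage points ± 9.0 (SD, n = 3 biological replicates). It was positive in all 3, which gives the smallest possible exact sign-flip p of 0.25. When disagreement was a difference over 2-fold, the shares were 11.3% ± 1.7 and 7.8% ± 2.8 (SD, n = 3). With every level bound multiplied by 1.4 the difference in levels was -20.2 points ± 27.5 (SD). It was -35.8 in BR2 and -36.3 in BR3 but 11.6 in BR4, so its sign depended on where the bounds lay in BR2 and BR3.

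Higher coverage did not always bring closer agreement of lanes. In BR2 the SD of the ln RPKM difference was 0.474 below an APN of 5, 0.391 from 5 to 10, 0.400 from 10 to 20, 0.527 from 20 to 50, 0.620 from 50 to 100 and 0.432 at 100 and above. Sampling of single reads gave 0.544 in the lowest class and 0.125 at an APN of 20 to 50, where the observed SD was thus 4.2 times the simulated one. For BR2 TR1 with BR3 TR1 the observed SD at an APN of 20 to 50 was 0.209, or 1.67 times the simulated one. Below an APN of 5 the observed spread was smaller than the simulated one in each of these pairs.

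**Figure D4:**
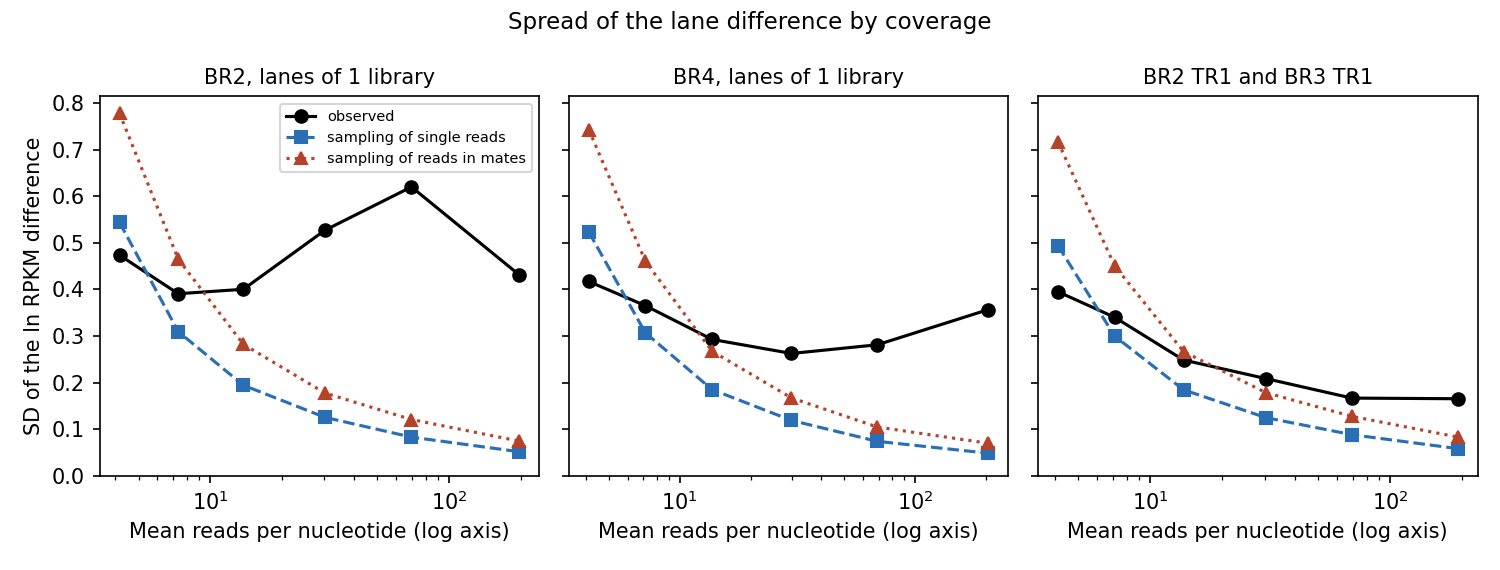
SD of the ln RPKM difference (y axis) by mean reads per nucleotide (x axis, log) for the lanes of BR2, the lanes of BR4, and BR2 TR1 with BR3 TR1, each point being a class of contigs by coverage. Observed values are circles, simulated sampling of single reads is squares and of reads in mates is triangles, and in BR2 the observed SD is 0.527 at 20 to 50 reads per nucleotide where sampling of reads in mates gives 0.178.

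The interaction of length and abundance on disagreement was estimated by logistic regression. The response was a change of level, since all contigs were present in all lanes. Per 10 RPKM and 100 nucleotides, the interaction on the log odds was 0.00031 (standard error 0.00059) in BR2, 0.00037 (0.00054) in BR3 and -0.00359 (0.00225) in BR4. Its mean was -0.00097 ± 0.00227 (SD, n = 3) and could not be told from 0 (exact sign-flip p = 1). The length coefficient was negative in all biological replicates, with a mean of -0.147 ± 0.064 (SD) per 100 nucleotides. With ln of mean RPKM and of length as terms, the interaction was -0.244 ± 0.10 (SD) and negative in all 3 biological replicates. The length coefficient of that fit was positive in all 3, with a mean of 0.389 ± 0.229 (SD). A length coefficient holds where the abundance term is 0, so the signs are not directly comparable between the fits. With a difference over 2-fold as the response and the terms of the main fit, the interaction was -0.112 in BR2, -0.075 in BR3 and -0.014 in BR4, a mean of -0.067 ± 0.050 (SD, n = 3). In both fits the exact sign-flip p was 0.25, the smallest possible.

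Whether the lanes of a library vary by more than sampling was asked of the counts. The Pearson index averaged 6.06 in BR2, 6.52 in BR3 and 2.31 in BR4, a mean of 4.96 ± 2.31 (SD, n = 3). Simulated sampling gave 0.887 to 0.891 for single reads and 1.77 for reads in mates. The exact binomial test takes reads as independent, although they were paired here, so its counts may include noise from pairing. It found 2651 contigs (14.8%) past sampling of single reads in BR2, 3078 (17.2%) in BR3 and 218 (1.2%) in BR4. The mean index of each technical pair thus lay above both simulated forms. The median index was far lower, at 1.18 in BR2, 1.30 in BR3 and 0.66 in BR4, so a minority of contigs raised the means. Only means were taken from the simulation, so it does not show whether a typical contig exceeded sampling. Over all contigs of BR4, sampling in mates gave a kappa of 0.714 and an SD of 0.440 where 0.734, with both lanes on one scale, and 0.345 were observed. These figures rest mostly on contigs of low coverage, and the simulation does not repeat the selection of contigs by depth. By class of coverage, the observed SD of BR4 was 0.56 times that of sampling in mates below an APN of 5, 0.79 times from 5 to 10, 1.09 times from 10 to 20, 1.57 times from 20 to 50, 2.69 times from 50 to 100 and 5.12 times at 100 and above. No lanes were counted as a single sample deposited again. Restricting to contigs with APN of at least 5 in every lane raised the mean index most, to 6.74 ± 3.35 (SD).

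In limma, 1 contig of 17864 differed among biological replicates at an adjusted p below 0.05, and 9 did when TR number entered as a replicate block, with the pairing taken from the labels and a correlation of lane differences of 0.54 between BR2 and BR3. Between TR1 and TR2 lanes 0 contigs differed, and 20 did with biological replicate as a block, 2 higher and 18 lower in TR2. DESeq2 on rounded read equivalents gave the largest count among biological replicates, 86 contigs. For the lane numbers the largest shift came without BR4 TR1, where 1201 contigs differed. That fit compares BR2 TR1 and BR3 TR1 with the TR2 lanes.

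Contig common_contig_15132, of 302 nucleotides, had the smallest p among biological replicates. Its RPKM was 200 ± 14 (SD, n = 2 lanes) in BR2, 29.4 ± 2.9 in BR3 and 25.1 ± 1.9 in BR4. The log2 change from BR2 was -2.73 (standard error 0.20) in BR3 and -2.95 (0.20) in BR4, with a limma adjusted p of 0.040, and 0.035 with the replicate block. The next was common_contig_69, at 264 ± 15, 86.0 ± 0.2 and 311 ± 19 RPKM (SD, n = 2 lanes), with a limma adjusted p of 0.107, and 0.035 with the block. For common_contig_9457 the values were 15.2 ± 2.0, 23.9 ± 1.8 and 82.7 ± 6.7 RPKM (SD, n = 2 lanes), with a limma adjusted p of 0.152, and 0.062 with the block. This contig held only 6.8 to 13.9 read equivalents in the lanes of BR2 and BR3.

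The largest differences between lanes in the same direction were in contigs of 41 to 49 nucleotides. In common_contig_9724 RPKM was 622 in TR1 and 36.2 in TR2 of BR2, 281 and 24.2 in BR3, and 43.7 and 18.4 in BR4. The mean ln difference was 2.05 ± 1.0 (SD, n = 3 biological replicates). For common_contig_16249 it was 1.97 ± 1.15 and for common_contig_4867 it was 1.88 ± 1.26 (SD, n = 3). In all 3 contigs the difference was smallest in BR4, where it rested on few read equivalents. For TR1 and TR2 these were 18.6 and 7 in common_contig_9724, 17.9 and 8.5 in common_contig_16249, and 30.7 and 17.75 in common_contig_4867. None passed the limma test between TR1 and TR2 lanes, each with an adjusted p of 0.579. With biological replicate as a block the limma adjusted p were 0.172, 0.227 and 0.293 in the same order.

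The contigs with the highest mean RPKM were common_contig_6173 (5829 ± 593, SD, n = 6 lanes), common_contig_6585 (4973 ± 322) and common_contig_5431 (2760 ± 257). Their lanes of a library differed by at most 0.146 in ln RPKM, in common_contig_6173 of BR3. For BR3 contigs with an APN of at least 100, the SD was 0.457 observed and 0.072 under sampling in mates. The largest difference was thus below the observed spread of such contigs and above that of sampling. None differed among biological replicates, with limma adjusted p of 0.821, 0.886 and 0.803, and 0.544, 0.677 and 0.514 with the replicate block.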

Values the study reported

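The study reported agreement on exons defined by annotation, a wider set of features than the contigs here. It also reported agreement on the common contigs in a supplement, whose values were not used as data. The paper states that technical replicates disagreed more on common contigs than on exons. On exons of D. melanogaster female heads, its weighted kappa on the 9-level scale was 0.801 for the technical replicates of BR2, 0.798 for BR3 and 0.848 for BR4. Of its BR2 with BR3 comparisons on exons, some had a higher kappa than the technical pairs of both BR2 and BR3, and some a lower one. The study gave a Spearman correlation of 0.95 beside a weighted kappa of 0.80 for one pair of technical replicates. Its count of contigs present in all samples of this experiment was 17864.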

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

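Several summaries of the lanes moved from TR1 to TR2 in one direction in some biological replicates and in the other direction in the rest. Each biological replicate has 1 pair of lanes, so these differences were not tested, and most sign patterns of 3 differences contain such a reversal by chance. Mappable reads rose by 2815381 in BR2, fell by 271630 in BR3 and fell by 1091159 in BR4. The read equivalents in contigs rose in BR2 and BR3 and fell by 295070 in BR4. Median RPKM rose by 3.12 in BR2 and 3.59 in BR3 and fell by 0.1134 in BR4. The number of contigs with APN of at least 5 rose by 2598 in BR2 and 1067 in BR3 and fell by 842 in BR4. The share of read equivalents in the 10 contigs with most reads fell by 0.51 points in BR2, fell by 0.75 in BR3 and rose by 0.056 in BR4.

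A difference in depth between lanes is a candidate explanation for the coverage counts. If it were the cause, the contigs at the coverage limit would rise and fall with mappable reads in all 3 biological replicates, and both moved the same way in 2 of them. In BR3 the lane with fewer mappable reads had more contigs at the limit. They moved with the read equivalents in contigs in 3 of 3, which is close to what the definition of coverage requires and is no separate evidence. The prediction was written after the values had been seen. TR numbers stand for no biological difference in the design, so no biological explanation was tested.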

How the results depend on the processing

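Of the 172 alternative rows, 84 for the main comparisons and 48 for named contigs left the result as it was. The difference in kappa between same-number and different-number lanes kept its direction under every alternative, and the dispersion index moved by less than its SD over biological replicates. Rescaling shifts every ln RPKM of a lane alike, so it cannot move the SD of the differences.

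The sign of the technical minus biological comparisons reversed only in the fits without a lane of BR4. The BR4 lanes were not the unlike ones, with kappas of 0.690 to 0.712 with BR2 TR2 and BR3 TR2. BR2 TR1 and BR3 TR1 had kappas of 0.591 to 0.646 with every lane but each other. Leaving out 1 lane at a time, the difference in kappa ranged from -0.033 to 0.0387, with negative values of -0.0292 and -0.0331 in the fits without a lane of BR4. The difference in SD ranged from -0.0361 to 0.0451, with 0.0351 and 0.0451 in the same fits. The share of variance between biological replicates ranged from 41.2% to 57.6%, where 50% is the share with no effect in 5 lanes, and was below it at 43.5% and 41.2% without a lane of BR4. With only the biological pairs of different TR number, a choice made after seeing the data, the difference in kappa was 0.026 and that in SD -0.022, both in the direction of the main result and larger in size. The fits without a lane of BR4 keep only BR2 and BR3 as technical pairs, the pairs with lower kappa.

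Quadratic weights raised the mean kappa to 0.832 for technical and 0.831 for biological pairs, since they discount differences of 1 level. On 3 levels the means were 0.590 and 0.585. No RPKM was 0, so this scale split the contigs only at 20 RPKM. The mean coverage difference reversed to -20.2 points with bounds multiplied by 1.4, with a reversal in BR2 and BR3 and none in BR4. An APN of 5 lies close to the lowest bounds in RPKM, so moving a bound past the low-coverage contigs may decide how many change level. The length by abundance interaction, small in the main fit, was 0.00164 ± 0.00133 (SD, n = 3) with rescaled RPKM, a reversal. It was then positive in all 3 biological replicates, with an exact sign-flip p of 0.25, the smallest possible. Leaving out 1 biological replicate at a time, the interaction of the main fit ranged from -0.00164 to 0.00034, the positive value being the one without BR4. With a change of level as the response it has no stable sign on the linear scale, while with a difference over 2-fold it was -0.0673 and negative in all 3 biological replicates.

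Counts of contigs depended on the tool and on the lanes kept. Among biological replicates the main fit gave 1 contig, the replicate block 9, DESeq2 86, edgeR 14 with low contigs filtered and 18 unfiltered. Rescaled RPKM and limma without a trend gave 0 each, and the fits that left out 1 lane gave from 0 to 0. Between TR numbers the main fit gave 0, the block 20 and DESeq2 66. In edgeR 0 contigs passed, with and without the filter for low contigs. The fits that left out 1 lane gave from 0 to 1201. Modelling of counts alone does not account for the gap between 86 and 1, since edgeR on the same rounded read equivalents gave 14 and 18. The tools also differ in their tests. DESeq2 used a likelihood-ratio test with adjusted p for 14043 contigs, and edgeR a quasi-likelihood F-test. The filtered edgeR fit, rescaling and the fit without a trend were chosen after seeing the data, as were the fits that leave out a whole biological replicate. Among named contigs, 12 other rows changed: 8 weaker and 4 stronger. With 5 or 6 lanes few residual degrees of freedom remain, but these alone do not account for the low counts in 6 lanes. Another division of the same 6 lanes into pairs gave 2187 contigs, as given below. In simulation with Poisson noise only, the main fit recovered 185 of 200 contigs changed 2-fold among biological replicates. These were drawn only from contigs of high count, so the recovery of lower contigs is not known from it. A count of 0 means that no contig passed given the spread of lanes within the groups, and not that none differs.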

Other observations

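The lanes of BR2 and BR3 agreed less within a biological replicate than lanes of the same number did between them. This pattern was known from the supplement of the study before the tests were designed, so it is treated as a hypothesis to be explained and not as a finding. Sampling of reads was tested by simulation. For the lanes of BR2, sampling in mates gave a kappa of 0.734, above the 0.665 observed with both lanes on one scale. Normalization by mappable reads was tested by rescaling, after which the technical pairs of BR2 and BR3 remained lower than the same-number pairs by a mean kappa difference of -0.095. Without the 1% of contigs with the highest RPKM, the SD of the ln difference was larger for the technical pairs by 0.134, as it was with them. A shift of a whole lane cannot move this SD, so the test does not show whether these contigs took reads from the rest. A test added later scaled the lanes by the reads outside these contigs and left the contigs out. The kappa of the technical pairs then remained lower than that of the same-number pairs, with a difference of -0.100, against -0.119 without the scaling. Length classes explained 10.6% of the variance of the lane difference in BR2, 9.4% in BR3 and 0.28% in BR4. The first value lies between the limits of 10% and 50% set for this test, so length bias cannot be excluded as a part of the pattern. GC content could not be tested, because 0 contigs have a sequence here.

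A lane batch that the labels do not give is a candidate explanation. Over all contigs the lane difference was correlated between BR2 and BR3, with 0.542, and not with that of BR4. Contigs over 2-fold higher in TR1 nevertheless overlapped with those of BR4 more than independence would give, as described below. The study states that the relation of the lanes to flow cells is unknown, so no batch could be assigned. A mislabelling of lanes was tested too. If the same-number lanes of BR2 and BR3 were in truth the lanes of 1 library, the BR2 minus BR3 difference in TR1 lanes would be uncorrelated with that in TR2 lanes. The correlation was 0.062 over all contigs and 0.161 over contigs with APN of at least 5 in all lanes. The first value lies between 0.05 and 0.2, the limits set before the test, so this test leaves mislabelling open. A further test was added after contigs that differ by biological replicate had been seen. Of 31 contigs with APN of at least 5 in all lanes that differed over 2-fold between BR2 and BR3 in TR1 and in TR2 lanes, 30 (96.8%) did so in the same direction and 1 in opposite directions. Lanes swapped between the 2 libraries would give about as many of either kind, and 75% was the limit set for this test, so a swap of whole lanes is disfavoured. In the order of contig numbers, the lane difference of neighbouring contigs was correlated at 0.168 in BR2, 0.175 in BR3 and 0.054 in BR4. The first value lies between 0.05 and 0.2, so this test leaves open whether an effect shared by neighbouring contigs accounts for the pattern.

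The predictions on sampling, normalization, length and lane batch were written after the values, or close relatives of them, had been seen. So were those on the direction of contigs over 2-fold apart and on lanes scaled without the top contigs. Those on the SD without the top contigs, GC content, the correlation test of mislabelling and neighbouring contigs were written before. A lane batch, GC content and length cannot be told apart with the files analysed here. No biological explanation was tested, because the lanes of a library hold the same material by design.

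Other divisions of the 6 lanes put the contig counts in context. For biological replicates, 4 of the 15 divisions into pairs gave at least as many contigs as the labelled one, which gave 1. The division into BR2 TR1 with BR3 TR1, BR2 TR2 with BR3 TR2 and the lanes of BR4 gave 2187. For TR numbers, 10 of the 10 divisions into 3 and 3 lanes gave at least as many contigs as the labelled one, which gave 0, and the largest gave 23. With a labelled count of 0 every division meets this, so it carries no information. With the replicate block, TR1 lanes were matched with TR2 lanes in 6 ways, and only the labelled matching, 1 of 6, gave as many as its 9 contigs among biological replicates, the others giving 0. Of the 4 arrangements of TR numbers within biological replicates, 2 gave at least the 20 contigs of the labelled one, and exchanging the numbers in BR4 gave 45. The contigs counted between TR numbers are therefore not tied to the labelled numbers of BR4. None of these designs can give a share below 0.05. All these predictions were written after the labelled counts had been seen.

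Some contigs were over 2-fold higher in TR1 than in TR2 in both BR2 and BR3, namely 416, where independence of the 733 in BR2 and the 668 in BR3 would give 27.4. Their median length was 43 nucleotides against 149 for all contigs, and their median APN was 21.3. In the other direction 192 contigs were shared, where independence would give 56.7. For contigs higher in TR1, the overlap was 94 against 19.6 for BR2 with BR4 and 73 against 17.9 for BR3 with BR4. For contigs lower in TR1 it was 32 against 23.8 and 44 against 30.9. This was noticed in a plot and was not tested further.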
